A study of Arabidopsis thaliana with 6 samples.

How the data were processed

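Messenger RNA was profiled in leaves of Arabidopsis thaliana, accession Col-0, at an age of 28 days. Per the labels' protocols, seeds were kept at 4 °C for 48 h, plants grew on soil at 21 °C under 16 h of light and 8 h of darkness, and polyadenylated RNA was selected from 500 ng of total RNA before fragmentation, adapter ligation and amplification. The 6 libraries fell into 2 genotypes of 3 libraries each, wild type and ddcc, and the genotype and replicate number of each library were taken from its title. The labels name no batch, plant pool, harvest time or pairing of libraries.

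The authors deposited whole-number read counts per feature, without normalization, for 31335 genes and 31189 transposable elements (TEs). The aligner, the counting program, the use of strand and the treatment of reads that map to several places are not recorded in the file header or in the labels, and no genome build is named there. The feature names carry the annotation name Araport11 on 27650 of the gene entries, and 3685 entries lack it, of which 2444 are long non-coding RNAs and 926 are transcribed pseudogenes. Every entry carried a gene or TE name, so no unassigned reads entered the totals. Of the gene entries, 31114 matched a locus tag of the TAIR10.1 annotation, which supplied symbols, biotypes, exon models and all coordinates given here, and 221 did not match. Positions are 1-based TAIR10.1 coordinates of the locus tag and were not checked against the build used for counting. TE coordinates, families and lengths were not used here, so tests by TE superfamily or length, and tests of genes beside TEs, were not made. A table of batch labels for moss libraries was not used here. The number of columns of per-sample values left unmatched to a library was 0.

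Genes and TEs were tested in 1 model. Features were kept with edgeR's filterByExpr (minimum count 10) by genotype, library sizes were scaled with TMM factors, and ddcc was compared with wild type by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested features, and an adjusted p under 0.05 was called a difference. Every adjusted p for a single gene or TE in the text comes from this edgeR quasi-likelihood fit with Benjamini-Hochberg adjustment unless another tool is named. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. They rest on the test against no change, so they can be too small for large changes where 1 genotype has few counts. CPM, the count scaled by library size, used the TMM-scaled totals of tested features. The biological coefficient of variation of the fit was 7.61%. Where all libraries of a genotype held 3 counts or fewer, the fitted fold change depends on a prior count, and a lower bound was computed by setting that genotype to 3 counts. In these libraries 3 counts equalled 0.156 to 0.197 CPM. Shares of counts have 95% Wilson intervals, which cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Values with 1 number per library were compared with an exact two-sided permutation test, for which 3 libraries against 3 cannot give a p below 0.1. Replicate libraries were compared by chi-square per degree of freedom over features with at least 20 counts in a pair.

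The design, the main test, the alternative settings listed in the next paragraph, the rule for named features and the lists of DNA methylation machinery, clock and defence genes were fixed before the data were examined. Under that rule the text names DRM1, DRM2, CMT2, CMT3 and SDC, the 5 features with the largest fitted log2 fold change in each direction among called genes and among called TEs with a mean of at least 20 counts and no overlap between the genotypes' CPM values, and up to 5 called members of each list with the smallest p. Lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, and with an estimated correlation and fry as alternatives. The share of called TEs was compared with that of genes by Fisher's exact test, in which features are not independent replicates.

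The alternative settings were TMM factors from genes alone, median-of-ratios size factors, library totals without a composition factor, no filter beyond 1 count, a mean of at least 50 counts, DESeq2 1.42.0, robust dispersion estimation, a replicate block, leaving out each library in turn, adjustment within each feature class, a log2 fold change of at least 1, and an adjusted p under 0.01. After the data were seen, 3 further settings were added for the counts of calls: removal of organellar and rRNA loci, an offset per library for its trends on exon GC content and exon length, and thinning of every library to the smallest total. Another pair of settings was added then for the comparison of TEs with genes. A list of 12 jasmonate genes was written after the named genes were known and before the values of its members were seen.

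The workflow was tested on simulated counts for 18498 features drawn from the means and sizes of these libraries. With 200 changed features, 92.3% of 2-fold and 66.7% of 1.5-fold changes were recovered over 3 simulations, and 12.1% of calls were false, more than the nominal 5%. These 200 features were drawn from those with an expected mean of at least 20 counts, so the recovery shares do not cover weaker features. With 5214 features changed by the fitted amounts, capped at a log2 fold change of 3 in either direction, 77.5% were recovered and 3.43% of calls were false. Larger changes were therefore not simulated. With nothing changed, 3 features were called. A simulated GC trend gave 394 gene calls before and 1 after the offset. A simulated set of 20 genes raised 1.5-fold had a camera p of 1.21e-42, and an unchanged set 0.420. Annotation tables were joined with pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.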

Results

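Transcript levels were compared between leaves of wild-type Arabidopsis and of ddcc plants, which carry mutations in DRM1, DRM2, CMT2 and CMT3. These 4 genes encode the DNA methyltransferases that place methyl groups on cytosines outside CG dinucleotides, and the comparison asks which genes and transposable elements are transcribed differently when they are mutated. Each genotype was represented by 3 polyadenylated RNA libraries. Total counts per library ran from 15188586 to 17644256 in wild type and from 17265251 to 18809306 in ddcc. The means of 16416689 ± 1227835 and 18257207 ± 860891 (SD, n = 3 each) gave p 0.2 in an exact two-sided permutation test. Its smallest possible p is 0.1 with 3 libraries against 3, so it decides nothing about a difference in depth, and the ratio of the means was 1.11. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 3.32 to 4.25 in wild type and 5.33 to 7.65 in ddcc, so all 6 libraries were treated as separate samples. The first principal component of log2 CPM held 79.2% of the variance and separated the genotypes, and the second held 7.71%. The second lay mainly within ddcc, with scores of 28.0 for replicate 2, −20.9 for replicate 1 and −6.02 for replicate 3. Wild-type scores ran from −4.87 to 6.15.

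The mutated genes were examined first. DRM1 (AT5G15380, chromosome 5, 4991347 to 4994924, plus strand) had 0, 0 and 0 counts in wild type and 1, 0 and 1 in ddcc, so its transcript was not detectable in either genotype at this depth, where 3 counts equal 0.156 to 0.197 CPM, and it gave no check of the labels. DRM2 (AT5G14620, chromosome 5, 4715105 to 4718704, minus strand) fell from 17.98 ± 0.517 CPM in wild type to 8.14 ± 0.375 CPM in ddcc (SD, n = 3), a log2 fold change of −1.14 (SE 0.08, edgeR quasi-likelihood with Benjamini-Hochberg adjusted p 4.51e-06). CMT3 (AT1G69770, chromosome 1, 26248118 to 26253687, minus strand) fell from 9.63 ± 0.622 to 2.98 ± 0.498 CPM, a log2 fold change of −1.69 (SE 0.14, edgeR adjusted p 1.41e-05). The decrease of CMT2 (AT4G19020, chromosome 4, 10414428 to 10421265, plus strand) was smaller, from 15.3 ± 0.911 to 11.1 ± 0.442 CPM, with a log2 fold change of −0.46 (SE 0.08, edgeR adjusted p 0.00207). For each of these 3 genes every ddcc library lay below every wild-type library. Among the alternatives the largest shift was that of CMT3 without ddcc replicate 2, to −1.83.

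SDC (AT2G17690, chromosome 2, 7682162 to 7684083, plus strand), an F-box gene known to be silenced by non-CG methylation, had 5, 1 and 2 counts in the wild-type libraries and 8162, 7669 and 8312 in the ddcc libraries. Its level rose from 0.162 ± 0.118 to 436 ± 9.82 CPM, a log2 fold change of 11.31 (SE 0.14, edgeR adjusted p 3.19e-12). Without wild-type replicate 1 the log2 fold change was 12.06. This shift exceeds the SE, which is too small for SDC because of its few wild-type counts. Of its exon length, 80.2% lies under exons of a gene on the other strand, so its level depends on how reads in overlapping genes were counted.

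Transposable elements took up a small part of each library in both genotypes. Their share of all counts was 0.190% ± 0.0183 in wild type and 0.422% ± 0.0101 in ddcc (SD, n = 3 each), a ratio of 2.22. All ddcc libraries lay above all wild-type libraries, and the exact two-sided permutation test gave p 0.1, the smallest that the design allows. The 95% Wilson intervals of single libraries were narrow against this gap. For example, the wild-type library with the highest share had 0.207% (0.205% to 0.210%) and the ddcc library with the lowest share had 0.410% (0.407% to 0.413%). The setting that moved the difference most was removal of the 10 TEs with the most counts, which lowered it from 0.232 to 0.155 percentage points with a ratio of 2.19. At least 1 count was seen for 858 ± 94.2 TEs per wild-type library and for 1612 ± 57.4 TEs per ddcc library, a ratio of 1.88 (exact permutation p 0.1). After thinning of all libraries to the smallest total the numbers were 826 ± 71.3 and 1508 ± 75.1. In all, 28195 of the 31189 TEs had 0 counts in every library.

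**Figure D1:**
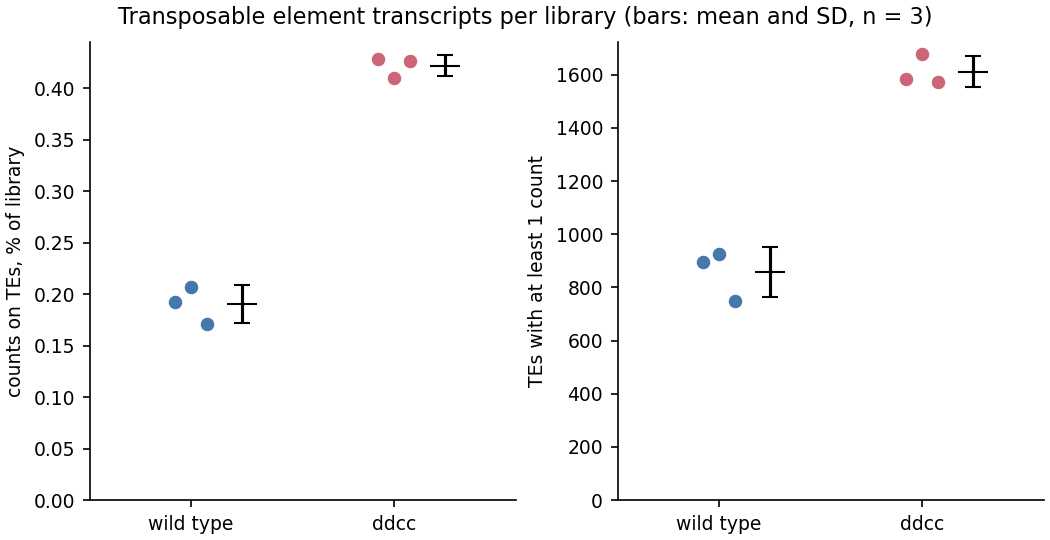
Share of counts assigned to transposable elements in percent (left) and number of transposable elements with at least 1 count (right) in each wild-type and ddcc library, with the mean and SD of 3 libraries beside the points. The 3 ddcc libraries lie above the 3 wild-type libraries in both measures, at means of 0.422% against 0.190% and 1612 against 858.

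The edgeR fit tested 18498 features, 18126 genes and 372 TEs, the latter being 1.19% of the TEs in the table. Among genes, 2658 (14.7%) were higher and 2317 (12.8%) were lower in ddcc at an adjusted p under 0.05. Most of these changes were small, with a median absolute log2 fold change of 0.40 for genes called higher and 0.42 for genes called lower, and 365 and 258 genes had a log2 fold change of at least 1 in size. The balance of directions depended on the scaling. Of the gene calls, 53.4% were higher in the main setting and 62.3% with library totals alone (3163 higher, 1911 lower). An offset for GC content and length, chosen after the data were seen, gave 41.0% (2076 higher, 2982 lower). This offset was fitted on library totals and added to the TMM scaling, so it also moved tested genes as a whole. Their median log2 fold change was 0.027 with library totals, −0.007 in the main setting and −0.056 with the offset. The turn to 41.0% can therefore not be credited to GC content or length. Protein-coding genes made up 17815 of the tested genes, with 2603 higher and 2304 lower. Of 84 tested transcribed pseudogenes 22 were higher and 4 lower, and of 46 long non-coding RNAs 10 were higher and 1 lower.

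Among the tested TEs, 215 (57.8%) were higher and 24 (6.45%) were lower in ddcc. The median absolute log2 fold change was 3.38 for TEs called higher, with TEs at or under 3 counts in all wild-type libraries set to their lower bound, and 1.76 for TEs called lower. For 159 of the TEs called higher (74.0%) all 3 wild-type libraries were at or under 3 counts, against 40 of the genes called higher (1.5%). The filter on low counts moved the TE numbers most. With no filter beyond 1 count 437 TEs were higher and 46 lower, and with a mean of at least 50 counts 75 were higher and 6 lower.

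**Figure D2:**
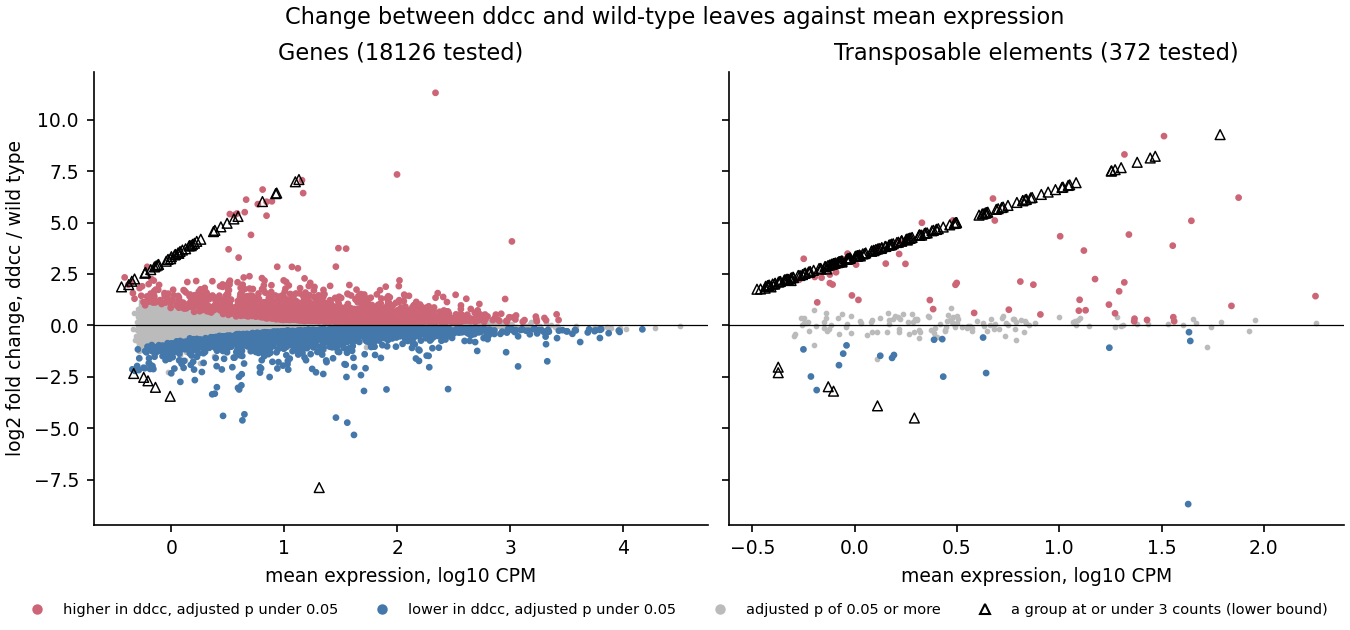
Log2 fold change between ddcc and wild type (vertical axis) against mean expression as log10 CPM (horizontal axis) for 18126 tested genes (left) and 372 tested transposable elements (right), with calls at an adjusted p under 0.05 in colour and features at or under 3 counts in all libraries of a genotype drawn as open triangles at their lower bound. Of the elements, 215 were higher and 24 lower in ddcc, against 2658 and 2317 genes.

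Tested TEs were called higher more often than tested genes, with an odds ratio of 7.97 (95% interval 6.43 to 9.89, Fisher's exact test p 1.03e-79). It was 57.8 for calls with a log2 fold change of at least 1. In 3 equal groups by mean count it was 18.5 in the lowest, 14.7 in the middle and 2.78 in the highest (Fisher's exact p 0.0107), all above 1 and past the threshold. The ratio depended on which TEs entered the test. A TE without counts in wild type passed the expression filter only if its ddcc counts were high, and every tested TE at or under 3 counts in wild type was called higher. It was lower in a pair of settings chosen after the data were seen. Over the 2994 TEs with at least 1 count, 14.6% were higher, against 12.5% of 23222 genes (odds ratio 1.20, 95% interval 1.07 to 1.34, Fisher's exact p 0.00120). Among tested features with a mean of at least 10 counts in wild type, 31 of 178 TEs (17.4%) were higher and 24 were lower, and 14.3% of 17855 genes were higher (odds ratio 1.26, 95% interval 0.825 to 1.87, Fisher's exact p 0.238). Neither setting compares TEs and genes on equal terms. Of the features in the first, 372 TEs and 18126 genes passed the expression filter, so most of its TEs had few counts on which a call could rest, which by itself lowers the ratio. The other leaves out TEs that rose from near 0 counts and keeps all 24 that fell, so it describes TEs expressed in wild type only.

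After SDC, the genes with the largest fitted increases were close to absent from the wild-type libraries, where the fit depends on a prior count, so their order holds for the fitted values only. AT3G29639, singled out after its values were seen, rose from 1.22 ± 0.0839 to 198 ± 7.30 CPM, a log2 fold change of 7.34 (SE 0.09, edgeR adjusted p 3.19e-12), which exceeds the lower bounds of these genes. AT1G33840 (chromosome 1, 12283725 to 12285371, minus strand) had 1, 0 and 0 counts in wild type and 396, 513 and 574 in ddcc, at least 136-fold higher (edgeR adjusted p 5.29e-08). ABCG38 (AT3G30842, chromosome 3, 12593810 to 12600432, minus strand) went from 0, 1 and 0 to 340, 321 and 264 counts, at least 84.9-fold higher (edgeR adjusted p 3.42e-08). AT3G29080 (chromosome 3, 11069352 to 11071376, plus strand) went from 0 counts in all wild-type libraries to 213, 214 and 281, at least 64.9-fold higher (edgeR adjusted p 6.91e-07). HISN6B (AT1G71920, chromosome 1, 27066948 to 27069166, plus strand) went from 0 counts to 70, 83 and 115, at least 24.6-fold higher (edgeR adjusted p 1.94e-05). HISN6B has a near-identical paralog, HPA1 (AT5G10330), which stood at 4.87 ± 0.235 CPM in wild type and 4.80 ± 0.603 CPM in ddcc. Because the treatment of reads that map to both is not recorded, the level of HISN6B is uncertain.

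Among genes that fell, ENODL17 (AT5G15350, chromosome 5, 4984919 to 4986377, minus strand) had 693, 691 and 594 counts in wild type and 1, 0 and 0 in ddcc, at least 237-fold lower (edgeR adjusted p 3.01e-10). This gene ends 4.97 kb from the start of DRM1. ROS1 (AT2G36490, chromosome 2, 15307907 to 15314807, minus strand), which encodes a DNA demethylase, fell from 80.7 ± 5.20 to 1.98 ± 1.32 CPM, a log2 fold change of −5.33 (SE 0.23, edgeR adjusted p 1.02e-07), or −6.01 without ddcc replicate 1. VSP2 (AT5G24770) fell from 69.5 ± 31.5 to 2.69 ± 2.71 CPM (log2 fold change −4.73, SE 0.51, edgeR adjusted p 7.89e-05), and its log2 fold change was −5.93 without ddcc replicate 2. Its tandem paralog VSP1 fell by 2.50 on the log2 scale, and the division of reads between the pair is uncertain. AT5G13210 fell from 8.17 ± 1.04 to 0.329 ± 0.178 CPM (log2 fold change −4.62, SE 0.26, edgeR adjusted p 7.17e-07). AT1G14250 fell from 54.7 ± 14.6 to 2.52 ± 3.38 CPM (log2 fold change −4.49, SE 0.51, edgeR adjusted p 1.17e-04). It had 112 counts in ddcc replicate 2 against 5 and 17 in the other ddcc libraries, and without ddcc replicate 2 the log2 fold change was −6.54.

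**Figure D3:**
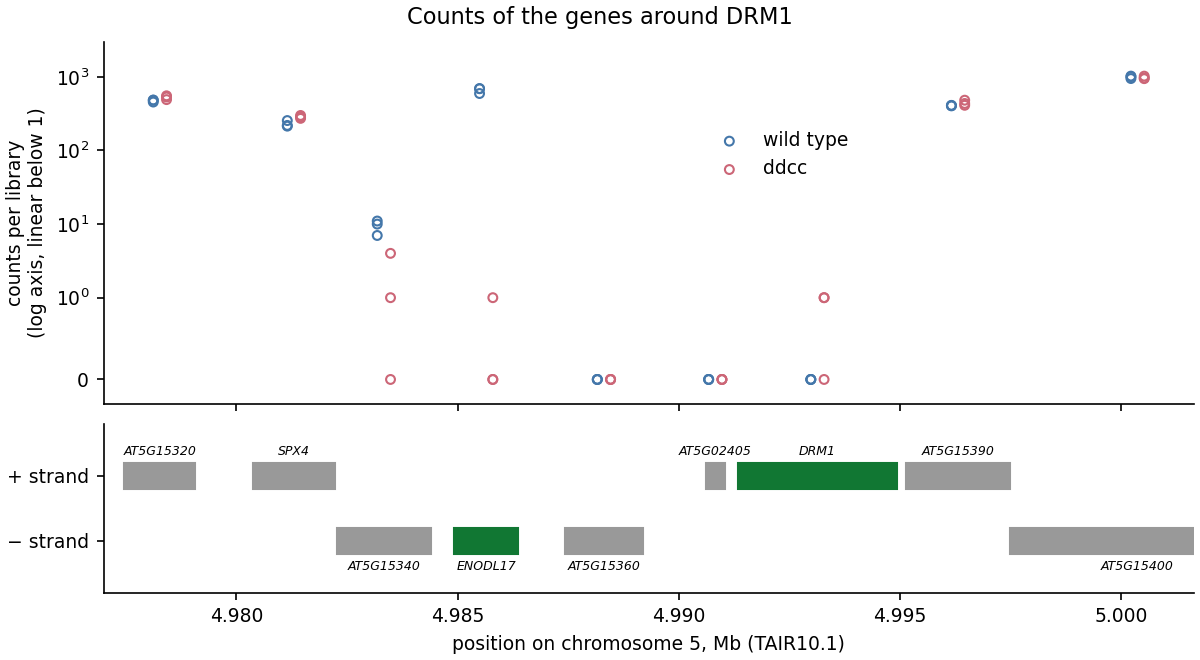
Counts per library (upper panel, log axis that is linear below 1) of the genes listed around DRM1 in 3 wild-type and 3 ddcc libraries, above their TAIR10.1 positions in Mb on chromosome 5 by strand (lower panel). ENODL17 has 594 to 693 counts in wild type and at most 1 in ddcc, DRM1 has at most 1 count in any library, and the flanking AT5G15390 has 404 to 410 counts in wild type and 411 to 482 in ddcc.

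The TEs with the largest fitted increases had 0 counts in all wild-type libraries, and their order depends on the prior count. AT1TE56390, singled out after its values were seen, had 1 count in each wild-type library and 2775, 1807 and 2218 in ddcc, a log2 lower bound of 9.28 (edgeR adjusted p 5.60e-10) that exceeds those of the TEs named next. AT3TE59985 had 649, 636 and 791 counts in ddcc (at least 190-fold higher, edgeR adjusted p 4.51e-08) and AT3TE51895 had 458, 435 and 445 (at least 123-fold higher, edgeR adjusted p 1.89e-08). AT1TE40355 had 455, 368 and 425 counts, AT2TE35840 had 374, 348 and 433, and AT1TE43225 had 442, 369 and 331, which were at least 114-fold, 106-fold and 105-fold higher, with edgeR adjusted p-values of 3.73e-08, 7.76e-08 and 1.79e-07. Copies of a TE family can share reads, and the treatment of such reads is not recorded, so the assignment to single elements is uncertain. Of the TEs that fell, AT4TE42860 dropped from 1583, 1314 and 1251 counts in wild type to 2, 2 and 7 in ddcc. Its log2 fold change was −8.69 (SE 0.18, edgeR adjusted p 3.01e-10), or −9.51 without ddcc replicate 3. The SE is too small here as well, given the few ddcc counts. AT5TE46175 was at least 22.7-fold lower (82, 44 and 64 counts against 0, 0 and 1, edgeR adjusted p 7.52e-06) and AT4TE21110 at least 15.1-fold lower (62, 31 and 34 counts against 0 in each ddcc library, edgeR adjusted p 9.15e-05). AT4TE42950 and AT5TE46165 had log2 fold changes of −2.49 (SE 0.21) and −2.32 (SE 0.22), with edgeR adjusted p-values of 1.60e-05 and 3.66e-05.

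The list of 20 DNA methylation machinery genes, of which 19 were tested, asks whether other parts of the methylation system changed. As a set it did not shift (camera p 0.870, adjusted over the 3 lists 0.870, median log2 fold change 0.04), and the sign of its median turned to −0.04 with the offset for GC content and length. Over all tested features 4 of its genes were higher and 4 lower, and 4 and 4 adjusted over the list alone. The offset gave 2 higher and 6 lower over all features. It also lowered the median of all tested genes, so these turns need not come from GC content or length. After ROS1 the largest call was NRPD1, the largest subunit of RNA polymerase IV, which rose from 4.66 ± 0.750 to 10.2 ± 0.930 CPM (log2 fold change 1.13, SE 0.14, edgeR adjusted p 1.74e-04). DML2 had a log2 fold change of 0.39 (SE 0.07, edgeR adjusted p 0.00141), DME of 0.25 (SE 0.06, edgeR adjusted p 0.00951) and AGO4 of −0.31 (SE 0.08, edgeR adjusted p 0.0160). The call of DME was lost with the offset, and that of AGO4 without wild-type replicate 2 (edgeR adjusted p 0.0533) or wild-type replicate 3 (edgeR adjusted p 0.0610).

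The 13 circadian clock genes served to look for a difference in the time of day at harvest. Such a difference could move morning and evening genes apart, so a test of both together cannot decide on it. The set as a whole did not pass the threshold (camera p 0.112, adjusted 0.168, median log2 fold change 0.12). It did under fry (p 0.0137) and did not with an estimated correlation (p 0.424). Of its genes 6 were higher and 1 lower over all tested features, and 6 and 1 adjusted over the list alone, while library totals alone gave 7 and 0 over all features. TOC1 rose from 128 ± 8.89 to 216 ± 13.4 CPM (log2 fold change 0.75, SE 0.07, edgeR adjusted p 2.08e-05). LUX, ELF4, BOA and ELF3 rose by 0.69, 0.78, 0.81 and 0.39 on the log2 scale, with edgeR adjusted p-values of 3.82e-05, 7.94e-05, 0.00192 and 0.00133. Of the exon length of BOA, 45.9% lies under exons of a gene on the other strand.

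The 13 defence genes, chosen to look for a difference in plant stress, were higher in ddcc as a set (camera p 1.90e-04, adjusted 5.70e-04, median log2 fold change 1.10). Under fry the p was 9.06e-04, and with an estimated correlation the set did not pass (p 0.166). Without ddcc replicate 2 the camera p was 0.00636. Over all tested features 8 of the genes were higher and 1 was lower, and 8 and 1 adjusted over the list alone. PAD4 rose from 33.0 ± 3.31 to 108 ± 5.38 CPM (log2 fold change 1.71, SE 0.08, edgeR adjusted p 1.02e-07) and CBP60G from 26.6 ± 1.17 to 75.4 ± 2.42 CPM (log2 fold change 1.5, SE 0.06, edgeR adjusted p 5.29e-08). SARD1, EDS1 and WRKY70 rose by 1.52, 1.24 and 1.23 on the log2 scale, with edgeR adjusted p-values of 8.71e-06, 5.00e-07 and 1.33e-04. Against this direction, PR5 fell by 1.04 on the log2 scale (SE 0.23, edgeR adjusted p 0.00673), while PR1 and PR2 did not differ between the genotypes (log2 fold changes −0.07 and 0.08, edgeR adjusted p 0.965 and 0.856). These depended on ddcc replicate 2, without which 8 genes were higher and 3 lower, with log2 fold changes of −2.67 for PR1, −0.47 for PR2 and −1.47 for PR5 (edgeR adjusted p 0.00500, 0.00779 and 7.40e-08).

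**Figure D4:**
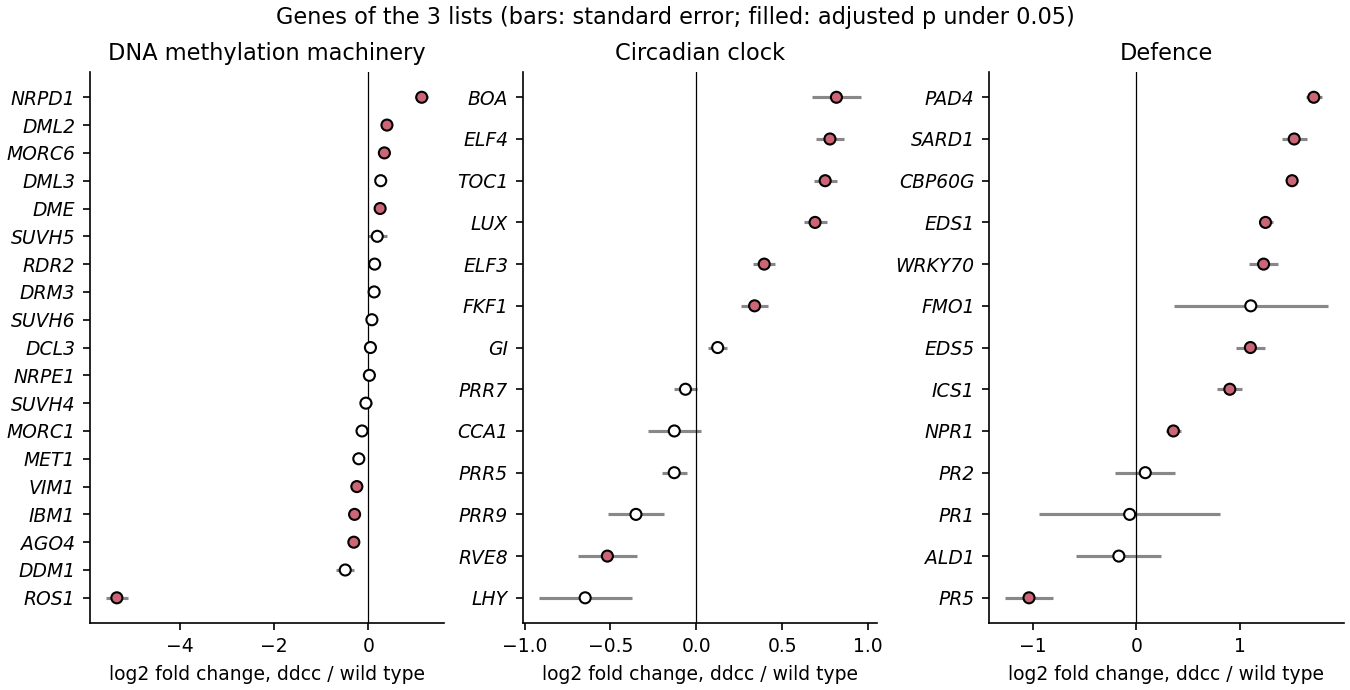
Log2 fold change between ddcc and wild type, with its standard error as a bar, for the tested genes of the DNA methylation machinery, circadian clock and defence lists, with filled points at an adjusted p under 0.05. ROS1 fell by 5.33, 6 clock genes were higher and 1 was lower, and 8 of 13 defence genes were higher.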

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

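The offset for GC content and length, the fit on thinned counts, the removal of organellar and rRNA loci and a pair of filters for the odds ratio (none beyond 1 count, and a mean of at least 10 counts in wild type) were chosen after the first results were seen. The other settings were planned. Among the named genes and TEs, 470 values under the planned settings kept their direction and their side of the threshold and 2 did not, those of AGO4. With the offset for GC content and length 36 of 37 named features kept both, and DME lost its call. Among tested values that answer a comparison, 83 kept both, 2 became weaker, 2 stronger and 6 reversed. Of the counts of calls, which have no test, 72 stayed within 1.5 times the main count, 6 were smaller and 2 larger. This range is wide, and it includes the offset (2076 genes higher, 2982 lower), which turned the balance of directions. The offset also lowered the median of all tested genes, so that turn is not evidence of a GC or length trend. Of the TE shares and numbers, 14 moved by less than the spread between libraries and 2 by more.

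The counts of calls followed the threshold, as its construction requires, and they also changed with the filter. Removal of the filter altered the fit as well as the features tested. The edgeR adjusted p went from 3.19e-12 to 1.14e-25 for SDC and from 1.02e-07 to 3.98e-17 for ROS1. How much of the change in TE calls came from each was not tested. With a log2 fold change of at least 1, 365 genes were higher and 258 lower, and with an adjusted p under 0.01, 1594 and 1177. Without a filter beyond 1 count, 437 TEs were higher and 46 lower, and with a mean of at least 50 counts, 75 and 6. Of the main edgeR calls, DESeq2 made 77.2% of the gene calls and 95.4% of the TE calls in the same direction, with 1 adjusted p given as NA. The fits that each left out 1 library kept 70.7% to 88.0% of the gene calls and 94.6% to 99.2% of the TE calls, with 2048 to 2720 genes and 217 to 246 TEs higher and 1605 to 2321 genes and 22 to 31 TEs lower.

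The difference in the TE share of counts was 0.155 percentage points without the 10 TEs with the most counts, and that in the number of TEs was 335.7 for TEs with at least 5 counts. The odds ratio of TEs against genes was 1.26 among features with a mean of at least 10 counts in wild type, where it no longer passed the threshold. That setting by its construction removes TEs that rise from near 0 counts and keeps the 24 that fell, so it does not locate the cause.

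The direction of the methylation machinery list was not stable, and none of its values passed the threshold. It was reversed with no filter (camera p 0.897), with a mean of at least 50 counts (0.944), with DESeq2 (0.833) and in 3 of the fits that each left out 1 library, whose p-values ran from 0.599 to 0.987, with the reversals at 0.987 without wild-type replicate 2, 0.941 without ddcc replicate 1 and 0.824 without ddcc replicate 3. The clock list passed with DESeq2 (0.0488) and with fry (0.0137), and the defence list did not with an estimated correlation (0.166). The cause was not tested for these lists.

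Replicate numbers did not pair the libraries. The correlations of deviations between libraries with the same number were −0.10, −0.08 and 0.03, none of them above 0.1. With a replicate block 2530 genes and 213 TEs were higher and 2154 genes and 24 TEs lower.

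The comparisons without features that overlap the other class, and those by TE superfamily or length or near TEs, were not run because TE positions were not used here. Robust estimation was not applied to the list tests. Depth limits the statements on DRM1 and on the 28195 TEs with 0 counts, for which a change below 3 counts per library could not be seen. For these TEs depth need not be the only limit. The treatment of reads that map to several places or overlap other features is not recorded.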

Other observations

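Of the tests described here, those on the counts of calls, GC content, depth, gene-poor regions, linkage over 1 Mb for both directions together, the jasmonate list and overlapping genes were set out before their results were seen, and the others were chosen afterwards, on the same data in which the pattern was noticed.

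Other groupings of the same libraries were fitted to set beside the number of calls. For genes higher, genes lower, TEs higher and TEs lower alike, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many calls, which was the real split. The other 9 splits gave 0 gene calls and at most 1 TE call. Each of them puts libraries of both genotypes in the same group, which widens the spread within groups, so few calls were to be had from them by design. With 10 splits the share also cannot fall below 0.1, and the count of splits decides nothing. A simulation of 18498 features with nothing changed between the groups gave 3 calls, so sampling noise at the fitted spread does not account for the number of calls. Many of the gene changes were small, and technical trends were weighed for them. An offset for exon GC content and length left 88.3% of the gene calls in place, and thinning to equal depth left 91.5%, which argues against either as the whole cause. With the offset the share of gene calls that were higher went from 52.7% to 39.3% for log2 fold changes under 1 in size. For larger ones it went from 58.6% to 53.7%. The offset also moved the median log2 fold change of tested genes from −0.007 to −0.056, which by itself can turn the sign of small changes. The number of genes higher against lower therefore stays open, above all for small changes.

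MYC2, a transcription factor gene of the jasmonate pathway, had 0 counts in all 6 libraries. Of its exon length, 98.5% lies under exons of a gene on the other strand. Across protein-coding genes, 352 of the 375 (93.9%) with at least 90% of their exon length under opposite-strand exons had 0 counts in every library, against 21.7% of the 20266 genes without overlap (Fisher's exact odds ratio 55.2, p 9.60e-196). This is consistent with counting that ignored strand and left out reads falling in more than 1 gene. Whether these genes are also expressed at a low level was not tested. If this holds, a 0 for such a gene carries no information on its expression, and the level of SDC, with 80.2% of its exon length in this position, may be understated. DRM1 has no such overlap, so its lack of counts has no explanation of this kind. Among tested genes, 93 have at least 50% of their exon length under opposite-strand exons.

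Genes that rose lay somewhat more often in gene-poor parts of the chromosomes. Of the 3838 tested genes with the fewest protein-coding neighbours within 250 kb (at most 123), 16.3% were called higher, against 14.3% of the rest (Mantel-Haenszel odds ratio over strata of mean expression 1.17, p 0.00205), while calls of lower expression showed no such excess (odds ratio 1.08, p 0.155). Whether these ratios differ from each other was not tested. The contrast was larger for the 40 genes that rose from 3 counts or fewer in wild type, of which 67.5% lay in gene-poor regions. Silent genes in general lie there often, but the share among the 11403 other genes at that level was 36.7% (Fisher's exact odds ratio 3.58, 95% interval 1.78 to 7.56, p 1.01e-04). A candidate explanation is that genes kept silent by non-CG methylation sit among TE-rich chromatin, but methylation was not measured in these libraries and this remains a hypothesis.

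The loss of ENODL17 transcript stood out because of its position. It lies 4.97 kb from DRM1, and only 80 of the tested genes (0.444%) lie within 50 kb of any of the 4 mutated loci. Its neighbour AT5G15340, which was not tested, had 11, 7 and 10 counts in wild type and 0, 4 and 1 in ddcc. AT5G15390 on the other side of DRM1 did not change (log2 fold change −0.07, edgeR adjusted p 0.496). The gene beyond it, AT5G15400, was called lower by a small amount (log2 fold change −0.21, edgeR adjusted p 0.0251). Past AT5G15340, SPX4 and AT5G15320 were not called (log2 fold changes 0.13 and −0.04, edgeR adjusted p 0.246 and 0.659). A lesion linked to the drm1 allele, such as a deletion or an insertion that reaches ENODL17, is a candidate explanation, and a direct effect of lost methylation on this gene remains open, since neither sequence nor methylation was analysed here. The distance was examined after the gene had been singled out. Linkage does not account for gene calls at large, since 27.4% of 1159 genes within 1 Mb of a mutated locus were called, against 27.6% of the others (Fisher's exact odds ratio 0.994, p 0.946). The directions were uneven there. Of these genes 15.5% were called lower, against 12.6% of the others (Fisher's exact odds ratio 1.27, 95% interval 1.07 to 1.5, p 0.00557, and p 0.0150 against 2000 random placements of the windows), and 11.9% were called higher, against 14.9% (odds ratio 0.771, p 0.00466). By locus, 46 genes were higher and 68 lower around DRM1, and 40 and 59 around DRM2, whose window overlaps that of DRM1. Around CMT3 39 were higher and 60 lower, while around CMT2 the directions were even, with 49 and 48. The loci were not tested singly. Linked variation therefore stays open for part of the lower calls near DRM1, DRM2 and CMT3. It was not found to add calls of higher expression near the 4 loci together. Why fewer genes were higher there was not tested.

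Of the 8 evening genes of the clock list 6 were called higher, while GI was not called (log2 fold change 0.12, edgeR adjusted p 0.115) and PRR5 did not follow (−0.13, edgeR adjusted p 0.211). The set was higher as a whole (median log2 fold change 0.54, camera p 4.92e-04, fry p 0.00307, estimated correlation p 0.188), and the camera p ran from 1.01e-04 to 0.00161 over the fits that each left out 1 library. A later time of day at harvest of the ddcc plants might also lower the morning genes. LHY, RVE8 and CCA1 already stood at 2.02, 3.93 and 5.42 CPM in wild type, against 8.17 for PRR9 and 234 for PRR7. A further fall of the first 3 need not follow. The median log2 fold change of the 5 morning genes was −0.35 (camera p 0.0702, fry p 0.0108, and 0.0455 to 0.143 over the fits without 1 library), with 1 of them called lower. A later harvest and a change of the clock itself cannot be told apart here, because the labels give no harvest time and the morning genes moved by unequal amounts, from −0.65 for LHY to −0.0635 for PRR7.

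Defence regulators rose while the marker genes of an active response did not follow. PR1, PR2 and PR5 had a median log2 fold change of −0.0654. PR1 had 421, 241 and 59 counts in wild type and 48, 665 and 39 in ddcc, so the spread within each genotype exceeded any difference between them, and PR2 likewise ran from 842 to 2058 in ddcc. An infection of the ddcc plants might raise all of these genes, and 1 library decides how these markers moved. Without ddcc replicate 2 all 3 were called lower, at log2 fold changes of −2.67, −0.47 and −1.47, and with it PR5 alone was, so the explanation stays open. Lasting priming of the regulators in the mutant remains an untested alternative.

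VSP2 and its paralog VSP1 are induced by jasmonate, and a list of 12 jasmonate genes without VSP2 was therefore tested. Of the 11 tested genes, 9 were lower and 1, JAR1, was higher in ddcc. The camera p was 4.39e-04 with a median log2 fold change of −1.23, and over the fits that each left out 1 library the p ran from 1.24e-06 to 0.00176 (4.95e-06 to 0.00300 without VSP1). Under fry the p was 0.0381 and with an estimated correlation 0.295. The direction held with library totals alone (median −1.20) and with the offset for GC content and length (−1.27), and without ddcc replicate 2 the median was −1.76. These values are in line with a lower jasmonate response in ddcc leaves. Less wounding of the ddcc leaves during harvest might give the same picture. The list genes differed by a median of 1.41-fold between the highest and lowest wild-type library, which does not decide the matter, and the labels record nothing on handling.

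A few TEs were expressed in some ddcc libraries and not in others. AT3TE60525 had 7, 4252 and 9288 counts in the ddcc libraries and 1, 0 and 1 in wild type, with a chi-square per degree of freedom of 4769 over the ddcc libraries. Separate libraries exceed counting noise in general (5.33 to 7.65 between pairs of ddcc libraries, over features with at least 20 counts in a pair), so this value does not decide what lies behind the spread. AT3TE54705 had 3, 406 and 0 counts in ddcc. A mislabelled ddcc replicate 1 is not a possible explanation for the low value there, since 0% of the 217 TEs called higher in the fit without that library were at or under the highest wild-type value in it. Among the 248 TEs with a mean of at least 20 counts, 3 had a range of 10-fold or more in ddcc alone and 2 in wild type alone (exact McNemar p 1), which is too few to show whether the same spread is present in both genotypes. In genes such a range was seen for 27 in ddcc and 7 in wild type of 16937. Differences in TE activity between plants may underlie these values, but a plant-to-plant difference was not tested.

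TEs called higher tended to have neighbouring identifiers. Of the 215, 38 had a neighbour in number that was also called, against a median of 25 (range 6 to 48) when calls were placed at random among tested TEs (permutation p 0.016). Neighbouring identifiers may be fragments of 1 element or parts of 1 transcript, so the count of called TEs could exceed the number of transcripts. Without TE coordinates this was not tested further.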
